# Involvement of Alternative Splicing in Barley Seed Germination

**DOI:** 10.1371/journal.pone.0152824

**Published:** 2016-03-31

**Authors:** Qisen Zhang, Xiaoqi Zhang, Songbo Wang, Cong Tan, Gaofeng Zhou, Chengdao Li

## Abstract

Seed germination activates many new biological processes including DNA, membrane and mitochondrial repairs and requires active protein synthesis and sufficient energy supply. Alternative splicing (AS) regulates many cellular processes including cell differentiation and environmental adaptations. However, limited information is available on the regulation of seed germination at post-transcriptional levels. We have conducted RNA-sequencing experiments to dissect AS events in barley seed germination. We identified between 552 and 669 common AS transcripts in germinating barley embryos from four barley varieties (*Hordeum vulgare* L. Bass, Baudin, Harrington and Stirling). Alternative 3’ splicing (34%-45%), intron retention (32%-34%) and alternative 5’ splicing (16%-21%) were three major AS events in germinating embryos. The AS transcripts were predominantly mapped onto ribosome, RNA transport machineries, spliceosome, plant hormone signal transduction, glycolysis, sugar and carbon metabolism pathways. Transcripts of these genes were also very abundant in the early stage of seed germination. Correlation analysis of gene expression showed that AS hormone responsive transcripts could also be co-expressed with genes responsible for protein biosynthesis and sugar metabolisms. Our RNA-sequencing data revealed that AS could play important roles in barley seed germination.

## Introduction

Seed germination initiates a transition of biological activities from quiescent to active statuses. Most of the machineries for energy metabolism and protein synthesis are present in dehydrated seeds, but integrity and physiochemical status are different from living cells. One of biological activities quickly activated after seed imbibition is the resumption of respiration. An increase in gas exchanges was observed within minutes upon seed imbibition in maize embryos [1]. Membrane repair is another important biological activity observed in cotton cotyledons [2]. Membrane phospholipid is in a gel status in dry seed [3]. Influx of water onto cells during imbibition disturbs the membrane structure. Solute leakages from cells were observed [4]. Mitochondrial repair is important in the initiation of seed germinations, as shown by the increased in respiration and biosynthesis of cytochrome c oxidase [5]. Cell wall modification was also very active in the germinating embryos [6]. However, limited information is available on whether these processes involved alternatively spliced transcripts and which AS genes played important roles in germinating embryos.

Alternative splicing (AS) increases transcriptomic plasticity and proteomic diversity, which extends gene-coding capacities in eukaryotic genomes. It regulates cell differentiation and many developmental processes [7,8,9]. It generates more than one mRNA variant from precursor mRNA transcripts and regulates transcript levels by introducing premature termination [10,11]. It produces transcript isoforms with altered sequences which target different cellular locations or have different functionalities [12]. It plays important roles in co- and post-transcriptional regulations in *Arabidopsis* [7,8,9] and in soybean embryos [13]. It is involved in many biological processes including nutrient uptake [14], circadian clock, organ differentiation, biotic and abiotic stress responses in *Arabidopsis*; oil formation in soybean; and temperature and light responses in *Physcomitrella patens* [7,8,9,15,16].

Barley is an important cereal crop ranking fourth in worldwide cereal production after maize, rice and wheat. It has been used as animal feed and for health food ingredients, but good quality barley is mainly used for malt in the brewing industry, which is a controlled seed germinating process. Thus, understanding of seed germination will provide valuable information for controlling malting and brewing qualities and also for understanding of seed germination properties such as germination rates and seed vigour. We conducted RNA sequencing (RNA-seq) experiments to dissect common AS events and transcriptional activities in germinating embryos of four barley varieties. Between 552 and 669 common AS transcripts were identified. The AS transcripts were predominantly mapped to pathways/ complexes of ribosome, RNA transporting, spliceosome, oxidative phosphorylation, mRNA surveillance, carbon metabolism and plant hormone signal transduction pathways. Furthermore, since AS transcripts were predominantly found not only in protein and energy metabolic pathways, but also in regulatory pathways including spliceosome and hormone signal transduction, they could play very important roles in seed germination.

## Materials and Methods

### Plant materials

Four barley varieties of *Hordeum vulgare* L Bass, Baudin, Harrington and Stirling were selected for this study, since we wanted to dissect common AS events. Seeds of the four varieties were obtained from Department of Agriculture and Food, Western Australia. These seeds were harvested from the same field trial in Western Australia. The seeds were tested without pre-harvest sprouting damages and dormancy before they were used for germination to extract RNA. For RNA preparation, about 400 seeds were sterilized with 1% (w/v) hypochlorite solution for 15 min, rinsed with running water and transfered them to 10 cm Petri dishes with two layers of filter paper and 16 ml distilled water each. After imbibing for 24 h or 48 at 21 ^o^C in dark, germinating embryos were separated from endosperms and placed in a microfuge tube on dry ice. The embryos were stored at –80 ^o^C before RNA extraction. Total RNA was extracted with phenol-SDS reagents (http://onlinelibrary.wiley.com/doi/10.1002/0471142727.mb0403s09/pdf).

### Sequencing and bioinformatics analysis

Details of RNA sequencing and bioinformatics analysis methodologies were published previously [6]. A brief summary was described below.

#### RNA-seq library preparation and sequencing

Total RNA was extracted and treated with DNase to remove genomic DNA contamination. The quality of the RNA extract was assessed using the Agilent 2100 Bioanalyzer system with a minimum RNA integrated number value of 8. Messenger RNA was enriched by Magnetic beads with Oligo (dT) according to the manufacturer's protocol and fragmented into short fragments. The mRNA products were used as templates to synthesize the first-strand cDNA using reverse transcriptase together with random hexamer primers. The second-strand cDNA was synthesized after adding reaction buffer, dNTPs, RNase H, DNA polymerase and MgCl_2_ with the remaining mRNA completely removed. Double stranded cDNA was purified using the QIAquick PCR Purification Kit according to the manufacturer’s protocol and end-repaired with T4 DNA polymerase and Klenow DNA polymerase. An “A” base was added to the 3’ end of DNA fragments. The cDNA was ligated to sequencing adapters with a ‘T’ base overhang at the 3’ end. DNA fragments with lengths from 250 bps to 500 bps were selected from electrophoresis gels and purified before PCR amplification of 15 cycles. The cDNA libraries were validated through the Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR system. A paired-end sequencing protocol was performed on the platform of HiSeq2000 (Illumina) [17].

#### Sequencing data quality control

In order to ensure valid biological conclusions, quality control (QC) and data filtering on the raw data were performed strictly prior to further processes and bioinformatics analysis. As an evaluation of raw data quality, we calculated the composition and distribution of bases (A, T, C, G, N) by using the FastQC program (version 0.11.2, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The percentage of A/G should almost equal that of T/C and the rate of N should be less than one per cent. The proportion of low quality (Qs < 20) bases should be less than 10 per cent. If not, a re-sequencing process was activated. In the data filter process, dirty reads with sequencing adapters, reads with N rates greater than 10 per cent and those with more than 50 per cent low quality (Qs < 20) were discarded.

#### Alignment with reference sequences

In order to select a program for alignment, we compared SOAPaligner/Soap2 with other aligners including Bowtie, SOAP and MAQ. We found SOAPaligner/Soap2 performed better than others. SOAPaligner/Soap2 increased aligning speed dramatically and achieved better alignment rates for total and unique mapping [18]. Therefore, SOAPaligner/Soap2 (version 2.21) was chosen to align clean reads of each sample against the Morex genome (IBSC) [19] with a seed length of 32, allowing at most five mismatches in a read and maximal insert size of 1000 bp.

#### QC of alignments

SOAPcoverage was used for QC of the alignments. Coverage, depth and mapped rates (including unique mapped reads, total mapped read and unmapped reads) were assessed.

#### Differential expression analysis

The mRNA levels of genes were expressed by RPKM (Reads Per Kilo base-pair per Million mapped reads), which can eliminate the effects of gene length and data amount.

RPKM=106CNL103

Provided RPKM is the expression level of gene X, C is the number of reads mapped perfectly on gene X, N is the total number of reads uniquely mapped on the reference genes and L is the length of gene X. A strict algorithm—developed on the theoretical basis of the Poisson distribution and Multiple Testing [20]—was used to calculate FDR and screen DEGs between different groups [21]. The significance of differentially expressed genes under different conditions was judged by a stringent threshold of FDR ≤ 0.001 and an absolute value of log_2_ ratio ≥ 1.

#### Alternative splicing transcript identification

In order to detect alternative splicing evens, we had evaluated a few software for detecting splicing junctions, including TopHat, SpliceMap and MapSplice and SOAPsplice (version 1.10) [22]. We selected SOAPsplice for this work, since it produced the highest call rate (detected true junction number/true junction in total) and the lowest false positive rate (detected false junction number/the number of junctions all detected). Firstly, SOAPsplice mapped complete reads to the reference genome. Secondly, the unmapped (IUM) reads were mapped with the spliced alignment algorithm. Basically, SOAPsplice divided the IUM reads into two segments, which were derived from different exons in the premature mRNA. SOAPsplice first detected the longest 5' end segment of an IUM read that was mapped to the reference, then aligned the remaining segment to the reference sequences. Major criteria were:

1. Each segment should be longer than 8 bp.
2. No mismatch and no gaps were allowed in the alignment of each segment.
3. Distance of two segments was expected to range between 50 bp and 50,000 bp. Majority of known intron size was in this range in Eukaryote [23].
4. The boundary nucleotides of an intron should be in the form of "GT-AG", "GC-AG" or "AT-AC". When spliced alignment produced multiple hits, a splice junction candidate with "GT-AG" boundary was given the highest priority, followed by candidates with "GC-AG" and "AT-AC" boundaries [24].
5. When the segments had multiple hits to the reference, consideration was given to the cases where one segment had a unique hit while the other had multiple hits. The closest pair of hit was reported for this read. SOAPsplice ignored the other cases.
6. when the reads spanned more than 2 exons, an additional step was applied to detect junctions with reads longer than 50 bp. For the reads between 50 bp—100 bp, SOAPsplice spliced the read into two equal size segments. With reads longer than 100 bp, SOAPsplice spliced the reads into multiple segments of 50 bp from the 5' end until the remaining segment was in length between 50 and 100 bp, which was then spliced into two equal segments. SOAPsplice considered each segment as a sub-read, and treated it with the above alignment protocol.
7. Finally, SOAPsplice checked and concatenated the separated alignment hits for sub-reads to build the alignment for the original read [22].

#### Functional and pathway analysis

To investigate the biological implications, AS transcripts were mapped onto biological pathways using the blast tool in http://www.genome.jp/kaas-bin/kaas_main [25]. The AS transcripts were those with the same type of AS occurred in at least three out of four barley varieties at 24 h and 48 h. The protein sequences were downloaded from IBSC database (ftp://ftpmips.helmholtz-muenchen.de/plants/barley/public_data/) and used for the mapping.

The RNA-seq data have been submitted to NCBI GEO database (accession number GSE66024).

## Results

### RNA-seq read stat istics and alignments to barley reference genome

RNA-seq generated about 26 million reads which accounted for at least 2.3 G base pairs for each barley library (S1 Table). 

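Germinating embryos of 4 barley varieties, Bass, Harrington, Stirling and Baudin, were collected after 24 h and 48 h of imbibition, and 1 library was sequenced for each variety and time, which gave 8 libraries. There was no replicate of a variety at a time point, so the 4 varieties were the only measure of spread, and this spread includes genetic differences between them. For every library the authors deposited a list of A3S events and a list of A5S events that SOAPsplice had called against the Morex genome. IR and the other AS types were not analysed here. Each listed event has a gene, a linkage group, a strand and 3 exons: a constitutive exon, the annotated exon and its alternative form. Every exon has a start, an end, a mean read depth and the share of its bases covered by reads. The depths were not scaled for library size, and the lists do not give reads per splice junction. In the paper's S1 Table, the libraries had between 25749198 and 26950986 total reads, of which between 17175629 and 18409956 mapped uniquely to genomic sequences. The lists held 15995 events, 10712 of A3S and 5283 of A5S, and no event was listed more than 1 time in a library. The lowest depth of a listed exon was 2 and the median depth of the annotated exon was 29.3. Genes were counted 1 time per list, however many events they had, and an event was taken as the same in different libraries when the gene and all exon coordinates were the same. A gene absent from a list had no event called in that library. The number of reads that were examined there is not known, so absence is not a measured 0.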

More than 67% and 45% of the reads were mapped to genomic and annotated gene sequences, respectively (International Barley Sequencing Consortium, IBSC) [19]. Between 7800 and 8700 novel transcripts were detected in the eight libraries (S2 Table), which were equivalent to about 30% of high confident genes. Gene coverage was used to calculate the percentage of a gene covered by the reads. The RNA-seq data showed that the majority of the genes (60%) had 90–100% gene coverage and another 25% of genes had at least 50% gene coverage (S3 Table).

### Numbers and types of AS events in germinating embryos

Large numbers of AS events (2635–3901) or genes (2229–3201) were detected in the germinating barley embryo (Table 1). 

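At 24 h the lists held 1712 A3S events in Bass, 1219 in Harrington, 1449 in Stirling and 1506 in Baudin, and 825, 549, 748 and 800 A5S events in the same order. The mean over the varieties was 1472 ± 203 (SD, n = 4 varieties) for A3S and 730.5 ± 125 (SD, n = 4) for A5S. At 48 h the means were 1206.5 ± 59.4 (SD, n = 4) and 590.25 ± 58.4 (SD, n = 4). From 24 h to 48 h the mean number of A3S events fell by 265 ± 182 (SD, n = 4), with fewer events in 4 of 4 varieties (exact paired permutation test, two-sided, p = 0.13). This is the smallest p-value that 4 varieties allow, so the test could not reach 0.05. A5S events were fewer in 3 of 4 varieties (exact paired permutation test, two-sided, p = 0.25). The median depth of the annotated exon was also lower at 48 h, on average 28.6 against 32.9 for A3S and 23.9 against 28.8 for A5S. Uniquely mapped reads on annotated genes were fewer at 48 h in Bass, Harrington and Stirling and more in Baudin. Those on genomic sequences were more in every variety. The counts do not separate a change in splicing from a change in detection. The number of genes with A3S was 1211 ± 149 (SD, n = 4) at 24 h and 1027 ± 45.2 (SD, n = 4) at 48 h. For A5S it was 642.5 ± 105 (SD, n = 4) and 527.75 ± 53.7 (SD, n = 4). A minimum depth of 10 on both forms of the exon, chosen after seeing the data, moved these numbers most, to 1168 A3S events and 548 A5S events at 24 h. With it, A5S events were fewer at 48 h in 4 of 4 varieties, since Harrington had 408 at 24 h and 384 at 48 h.

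**Figure D1:**
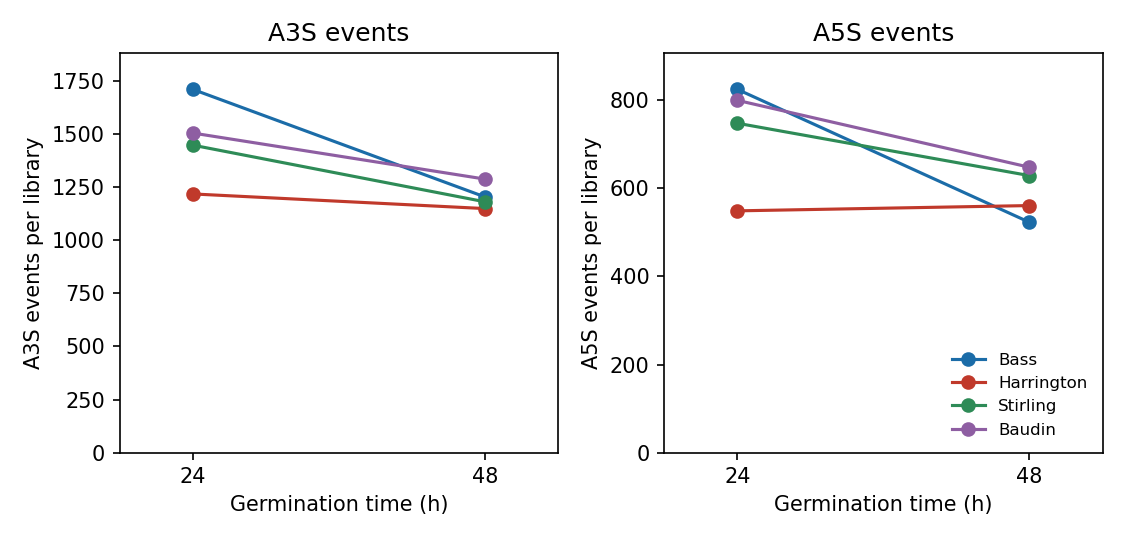
Number of listed A3S (left) and A5S (right) events per library on the vertical axis against germination time in h, with 1 point per library and a line joining the 2 libraries of a variety. Bass had the most events of both types at 24 h, and Harrington is the variety in which A5S events did not fall, with 549 at 24 h and 561 at 48 h.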

About 1.2 AS events per AS gene were estimated (Table 1). 

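Among the listed events of both types, there were 1.31 ± 0.0327 (SD, n = 4 varieties) events per gene at 24 h and 1.25 ± 0.0169 (SD, n = 4) at 48 h. A gene with both types was counted 1 time here, whereas the paper's gene totals are sums over its AS types. Taken by type at 24 h, A3S genes had 1.21 ± 0.0249 (SD, n = 4) A3S events and A5S genes had 1.14 ± 0.0144 (SD, n = 4) A5S events. The ratio for both types together was lower at 48 h in 4 of 4 varieties (exact paired permutation test, two-sided, p = 0.13, the smallest possible). Most genes had a single event of a type. In Bass at 24 h this was so for 81.5% of the A3S genes and 88.7% of the A5S genes.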

The current gene annotation in barley has 15754 intron-containing genes [19]. Thus, 14–20% of intron-containing genes underwent AS during in germinating barley embryos. Moreover, alternative 3’ splicing (A3S) was the major AS event in the germinating barley embryo, accounting for 39–46% of total AS events, while intron retention (IR) and alternative 3’ splicing (A5S) accounted for 29–36% and 18–23% of total AS events, respectively. 

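Between 1372 genes (Harrington at 48 h) and 1893 genes (Bass at 24 h) had A3S, A5S or both in a library. Against the paper's 15754 intron-containing genes, this was 10.7% ± 1.33 (SD, n = 4 varieties) at 24 h and 9.15% ± 0.433 (SD, n = 4) at 48 h. These percentages leave out genes with IR or exon skipping alone, and they count a gene with both types 1 time. The paper's gene totals are sums over its AS types, so a gene with several types is counted more than 1 time there. In Bass at 24 h, 223 genes had both types. Over the 8 libraries together, 4634 genes were listed at least 1 time, 3574 with A3S and 2116 with A5S.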

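Of the A3S and A5S events together, A3S made up 66.9% ± 1.63 (SD, n = 4 varieties) at 24 h and 67.2% ± 1.88 (SD, n = 4) at 48 h. The lowest share was 65.3% in Stirling at 48 h (95% Wilson interval 63.0% to 67.4%) and the highest was 69.7% in Bass at 48 h (67.5% to 71.9%), and these intervals cover counting error only. The difference between the times was 0.267 percentage points and was not distinguishable from 0 (exact paired permutation test, two-sided, p = 0.875). It rose in 2 varieties and fell in 2. Its sign changed when Bass was left out, to -0.394 percentage points, and when Baudin was left out, to -0.0564.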

Of other AS event types, 2–3% was exon skipping, while alternative first exon and alternative last exon were negligible, and the mutually-exclusive exon was not detectable. When we calculated the numbers of AS transcripts at 24 h and 48 h germination, we have found that a half or over a half AS transcripts detected at 24 h had disappeared at 48 h (45–74%, Table 1). 

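In Bass, 883 of the 1389 genes with A3S at 24 h were not listed with A3S at 48 h, a loss of 63.6% (95% Wilson interval 61.0% to 66.1%). The losses of A3S genes were 59.2% in Harrington, 59.2% in Stirling and 58.9% in Baudin, with a mean of 60.2% ± 2.24 (SD, n = 4 varieties). For A5S the losses were 73.9% in Bass, 64.4% in Harrington, 65.1% in Stirling and 68.3% in Baudin, with a mean of 67.9% ± 4.30 (SD, n = 4). When the same event, by coordinates, was required in place of the same gene, the mean losses were 69.4% for A3S and 73.6% for A5S. For comparison, genes of a variety at 24 h were looked up in the lists of the other 3 varieties at the same time. On average 52.9% ± 3.21 (SD, n = 4) of the A3S genes and 59.0% ± 4.06 (SD, n = 4) of the A5S genes were not listed there. The loss from 24 h to 48 h was above this between-variety loss by 7.35 ± 1.77 percentage points for A3S and by 8.92 ± 2.96 for A5S (SD, n = 4), and in 4 of 4 varieties for both types (exact paired permutation test, two-sided, p = 0.13 for both, the smallest possible). The 48 h lists were on average shorter, with 1027 against 1211 A3S genes and 527.75 against 642.5 A5S genes. The excess may therefore come from list length as well as from time, and this comparison does not separate them. From the AS transcripts that disappeared and the new ones that were detected, the paper proposes in its discussion that the number of genes undergoing AS during germination could be very large.

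**Figure D2:**
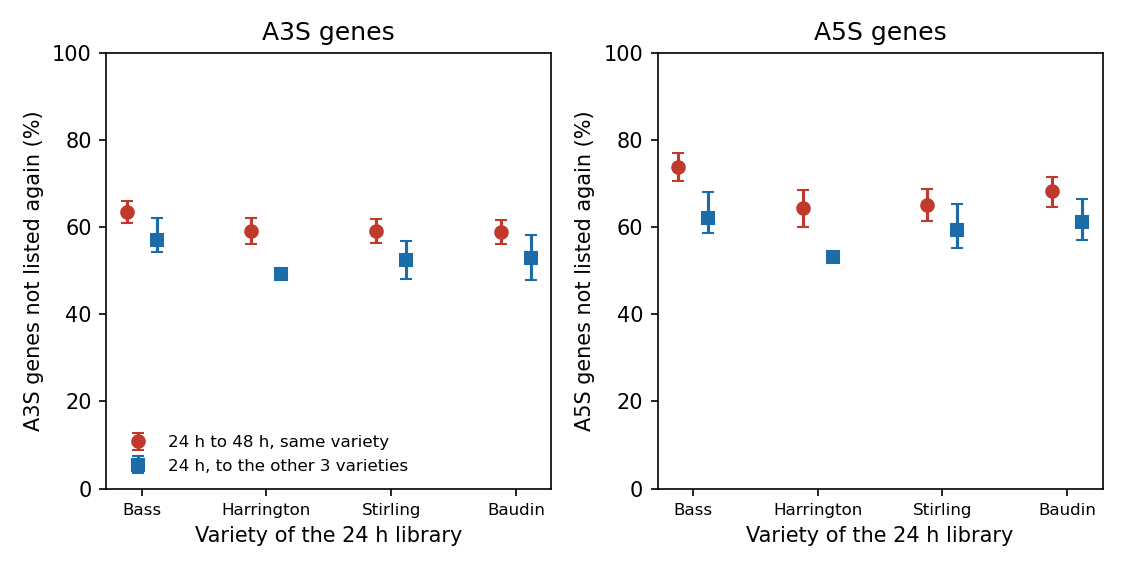
Percentage of the genes listed at 24 h that were not listed again, for A3S (left) and A5S (right), by variety. Circles give the loss to the 48 h library of the same variety with the 95% Wilson interval, and squares give the mean loss to the 24 h libraries of the other 3 varieties with bars from the lowest to the highest of the 3; for A3S the means over varieties are 60.2% and 52.9%.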

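Genes listed at 48 h and not at 24 h numbered 532 in Bass, 563 in Harrington, 509 in Stirling and 585 in Baudin for A3S, and 274, 328, 340 and 355 for A5S. They made up 53.3% ± 3.06 (SD, n = 4 varieties) of the A3S genes and 61.4% ± 2.71 (SD, n = 4) of the A5S genes at 48 h. The newly listed A3S genes were fewer than the lost ones in 4 of 4 varieties, with a difference of -43 in Harrington and -351 in Bass. For A5S they were fewer in 3 of 4 varieties, and in Harrington the new genes exceeded the lost ones by 11. Of the genes of a variety at 48 h, 54.7% ± 0.881 (SD, n = 4) with A3S and 61.1% ± 1.95 (SD, n = 4) with A5S were on average not listed in another variety at 48 h. Measured from 48 h, the loss to 24 h of the same variety thus differed from the between-variety loss by -1.38 percentage points for A3S and 0.325 for A5S (exact paired permutation test, two-sided, p = 0.5 and p = 1). The sign for A3S was opposite to that measured from 24 h.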

Almost same number of new AS transcripts were detected at 48 h germination. 

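At 24 h, 2692 genes had A3S in at least 1 variety and 1487 of them (55.2%) in a single variety. A3S was listed in at least 3 of the 4 varieties for 643 genes at 24 h and 511 genes at 48 h, of which 304 and 259 had it in all 4. A5S was listed in at least 3 varieties for 290 genes at 24 h and 232 at 48 h, of which 122 and 91 had it in all 4. At least 3 varieties shared an event with the same coordinates in 80.1% of the common A3S genes and 81.0% of the common A5S genes at 24 h. The requirement on the number of varieties moved these counts most, since 1205 genes had A3S in at least 2 varieties at 24 h. These counts come from the 2 types only, and a gene common for both types is counted in each, which was so for 65 genes at 24 h and 38 at 48 h.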

When analyses for common AS transcripts detected in at least three out of four barley varieties at 24 h and 48 h, the number of AS genes were 669 and 549 at 24 h and 48 h, respectively (Table 2). 

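Of the sum of common genes over the 2 types, A3S made up 68.9% at 24 h (95% Wilson interval 65.9% to 71.8%) and 68.8% at 48 h (65.4% to 72.0%). The intervals overlap, so no difference between the times was detectable. IR genes are not part of these totals.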

The percentages of A3S, IR and A5S transcripts over total AS transcripts were 34–45%, 32–34% and 16–21%, respectively. 

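Of the common A3S genes at 24 h, 315 were no longer common at 48 h, which is 49.0% (95% Wilson interval 45.1% to 52.8%). Most of them, 235 genes, were still listed with A3S in 1 or 2 varieties at 48 h, and 80 genes (12.4% of the common genes at 24 h) were listed in no variety. Of the common A5S genes, 164 were no longer common, or 56.6% (50.8% to 62.1%). Here 115 were still listed in 1 or 2 varieties and 49 (16.9%) in none. Conversely, 183 A3S genes and 106 A5S genes were common at 48 h and not at 24 h.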

Once again, about a half of commonly detected AS transcripts identified at 24 h were not present at 48 h (Table 2).

**Table 1:** Alternative splicing events and genes.

Varieties	AS types	Events		Genes		Turnover
		24 h	48 h	24 h	48 h	
**Bass**	**Alternative 3' splicing**	1710 (43)	1203 (42)	1388	1037	888 (64)
	**Intron retention**	1166 (29)	1033 (36)	927	849	501 (54)
	**Alternative 5' splicing**	823 (21)	521 (18)	725	462	537 (74)
	**Exon skipping**	189 (4)	81 (2)	148	68	
	**Alternative first exon**	12 (0)	8 (0)	12	8	
	**Alternative last exon**	1 (0)	3 (0)	1	3	
	**Total**	**3901**	**2849**	**3201**	**2427**	
**Harrington**	**Alternative 3' splicing**	1217 (46)	1148 (43)	1022	979	603 (59)
	**Intron Retention**	781 (29)	836 (31)	635	737	286 (45)
	**Alternative 5' splicing**	547 (20)	559 (21)	490	511	319 (65)
	**Exon skipping**	74 (2)	87 (3)	66	72	
	**Alternative first exon**	14 (0)	10 (0)	14	10	
	**Alternative last exon**	2 (0)	1 (0)	2	1	
	**Total**	**2635**	**2641**	**2229**	**2310**	
**Stirling**	**Alternative 3' splicing**	1447 (40)	1180 (39)	1213	1004	716 (59)
	**Intron Retention**	1199 (33)	1046 (35)	965	833	521 (54)
	**Alternative 5' splicing**	746 (21)	627 (21)	649	565	422 (65)
	**Exon skipping**	130 (3)	92 (3)	101	77	
	**Alternative first exon**	12 (0)	3 (0)	12	3	
	**Alternative last exon**	3 (0)	3 (0)	3	3	
	**Total**	**3537**	**2951**	**2943**	**2485**	
**Baudin**	**Alternative 3' splicing**	1504 (43)	1287 (43)	1216	1083	717 (59)
	**Intron Retention**	1015 (29)	897 (30)	823	728	453 (55)
	**Alternative 5' splicing**	795 (23)	646 (21)	698	575	475 (68)
	**Exon skipping**	116 (3)	107 (3)	101	91	
	**Alternative first exon**	8 (0)	14 (0)	8	14	
	**Alternative last exon**	3 (0)	5 (0)	3	5	
	**Total**	**3441**	**2956**	**2849**	**2496**	

AS events were identified using software POAPsplice [22]. Numbers in brackets indicate % of individual AS events over total AS events. Zeroes indicate less than 0.5%. The mutually-exclusive exon type of AS was not detected in barley. The last column (turnover) shows number of AS transcripts detected at 24 h, but disappeared at 48 h, indicating a quick turnover phenomenon. The number in the brackets indicates % of transcripts disappeared at 48 h.

**Table 2:** Number of AS transcripts commonly occurring in at least three out of four barley varieties.

AS types	24 h	48 h	Turnover
**A3S**	299 (45)	228 (34)	155 (52)
**IR**	229 (34)	213 (32)	105 (46)
**A5S**	141 (21)	108 (16)	80 (57)
**Total**	669	549	

We have identified common AS transcripts occurring in at least three out of four barley varieties at 24 h and 48 h. Number in the brackets indicate the % of each type of AS transcripts over total AS genes. The last column (turnover) is the number of AS transcripts appeared at 24 h, but disappeared at 48 h. The numbers in brackets indicate % of AS transcripts disappeared at 48 h.

### Mapping AS transcripts onto biological pathways

The AS transcripts were mapped on to KEGG pathways of ribosome, RNA transport, spliceosome, oxidative phosphorylation, mRNA surveillance and over 100 other biological pathways (S4–S10 Tables). 

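The paper's lists pair gene identifiers with descriptions for 299 common A3S genes at 24 h and 141 common A5S genes at 24 h. In these descriptions, a ribosomal protein was named for 14 A3S genes (4.68%) and 10 A5S genes (7.09%). The exons with A3S in those 14 genes had a median read depth of 410, against 40.9 for all described common A3S genes at that time. For the 10 A5S genes the median depth was 467, against 40.8. Ubiquitin was named for 10 A3S genes and 6 A5S genes, and a splicing factor for 3 and 2 genes. A translation initiation factor was named for 3 A3S genes and 2 A5S genes. In the order ubiquitin, splicing factor and translation initiation factor, the median depths were 27.3, 39.25 and 14.0 for A3S, all below 40.9. For A5S they were 120, 126 and 201, all above 40.8. At 48 h the A3S depths in the same order were 49.6, 26.1 and 18.8 against 34.9 for all described genes, so ubiquitin was then above. The A5S depths at 48 h were 150, 97.2 and 463, all above 38.8. The words searched for in the descriptions were chosen after the tables were seen, and the pathway mapping was not repeated here. The depths are medians over libraries and genes, without a test, because genes are not replicates.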

The top 20 pathways with most AS transcript numbers were mainly responsible for protein synthesis (ribosome, RNA transport, protein processing in endoplasmic reticulum and biosynthesis of amino acids), energy and carbon metabolism (glycolysis, starch and sugar metabolism and carbon metabolism) and post-transcriptional regulation (spliceosome, and ubiquitin mediated proteolysis). The genes undergone AS in germination embryos also included those coding for membrane repair, phytohormone responsive (S4–S10 Tables) and cell wall modification [6]. An auxin efflux carrier (MLOC_12686), three AUX/IAA responsive transcripts (MLOC_ *MLOC_54787*, *MLOC_75842* and *MLOC_65332*) and a serine/threonine protein kinase SRK2 (SnRK2) (*MLOC_22145*) gene were among them.

### Transcription of AS genes

The mRAN levels of AS genes were shown in S11–S16 Tables. 

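For each gene, the read depth of its deepest listed annotated exon was at least 1000 in 37 genes (Stirling at 24 h) to 51 genes (Bass and Baudin at 48 h), which was 2.93% ± 0.566 (SD over the 8 libraries) of the genes with A3S or A5S. Depths from 10 to 1000 were found for 76.9% ± 2.38 (SD over the 8 libraries) of the genes. The depth is not an RPKM value, since it is not divided by the library size. Junction reads are not given, so the deepest genes were taken by mean exon depth in place of junction reads, from the 152 genes with A3S in all 8 libraries. These were MLOC_56615 (linkage group LG01, mean depth 4257), MLOC_77777 (LG02, a late embryogenesis abundant protein, 2412) and MLOC_34508 (LG05, a ribosomal protein, 2313.5). In the same order, the depth in single libraries ranged from 3473 to 4824, from 310 to 5415 and from 1012 to 6037. Among the 43 genes with A5S in all 8 libraries, the deepest were MLOC_7688 (LG04, 60S acidic ribosomal protein P0, mean depth 1876), MLOC_59149 (LG01, a lectin, 1273) and MLOC_36345 (LG15, a transcription factor, 401). Their depths in single libraries ranged from 1541 to 2246, from 323 to 2826 and from 30.2 to 1053.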

Some of the AS genes could be highly expressed in the germinating embryos (>1000 RPKM). The mRNA levels were low to intermediate for most of the genes (10–1000 RPKM). 

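Constitutive exons that were listed in the same variety at both times, between 561 in Harrington and 691 in Stirling, allowed a comparison of read depth within a variety. After division by the uniquely mapped reads on genes in the paper's S1 Table, the depth at 48 h was within 2-fold of that at 24 h for 76.7% ± 4.70 (SD, n = 4 varieties) of these exons. It was at least 2-fold lower for 13.2% ± 4.15 (SD, n = 4) and at least 2-fold higher for 10.1% ± 1.04 (SD, n = 4). The median log2 ratio was negative in all 4 varieties, from -0.29 in Bass to -0.06 in Harrington. With 1 library per variety and time there was no test of single genes. Across the 190 to 249 genes per variety that the paper's S11 to S16 Tables also hold, the log2 ratio of exon depth and the paper's log2 ratio of RPKM had a Pearson's r between 0.756 and 0.889. This correlation is across genes, which are not independent replicates. Exons that were listed at 1 time only are not covered.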

There was not significant difference in transcript levels for most genes between 24 h and 48 h.

### Gene expression correlation analysis

Coordinative regulation of phytohormones play key roles in seed germination [26]. After identifications of several AS hormone responsive transcripts (Fig 1), we conducted gene expression correlation analyses to investigate co-expressed genes in germinating embryos. The co-expressed genes with high correlation values (> = 0.9 or < = -0.9) were then mapped to KEGG pathways (http://www.genome.jp/kaas-bin/kaas_main). These co-expressed genes were mapped onto 50 to 120 KEGG pathways (Table 3, S17–S21 Tables). Genes coding for Auxin efflux carrier and Auxin responsive proteins (AUX/IAA) had many co-expressed genes, while Serine/threonine protein kinase SRK2 gene (SnRK2) had fewer co-expressed genes in protein synthesis and energy metabolism pathways (Table 3).

**Fig 1:**
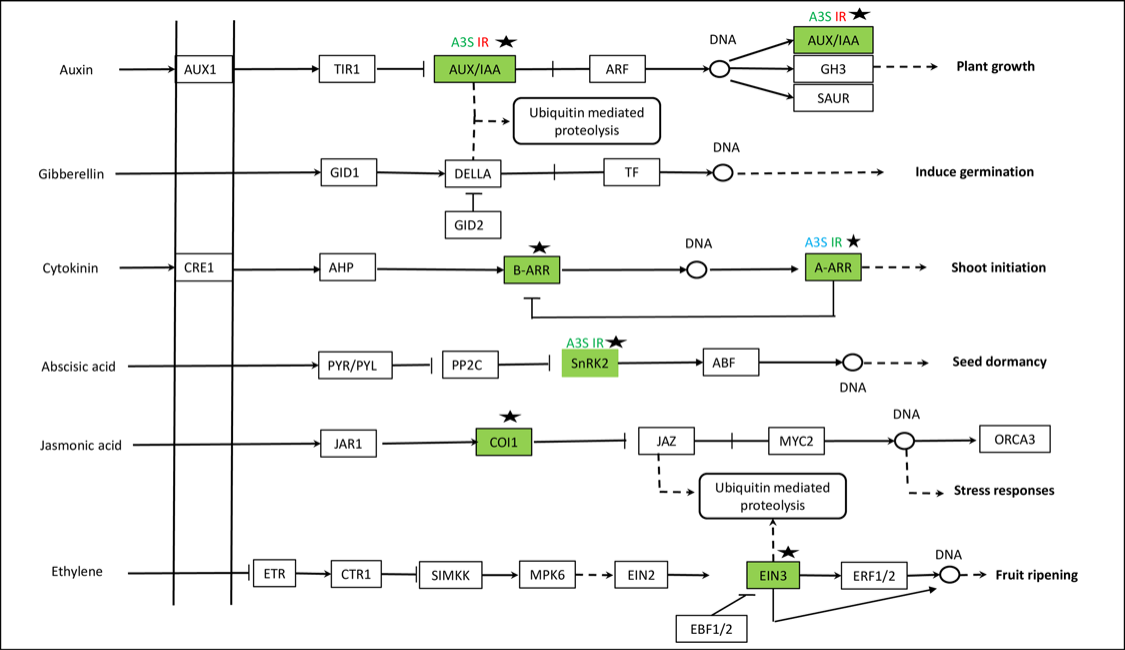
AS transcripts on plant hormone signal transduction pathway. AS transcripts were indicated by A3S, IR or A5S on tops of the corresponding genes. Blue and red colors indicated AS at 24 h and 48 h, respectively, while green color indicated that AS was detected at both 24 h and 48 h. AUX/IAA: Auxin-responsive protein IAA (MLOC_65332, A3S, MLOC_54787, IR and MLOC_75842, IR); JAZ: Jasmonate ZIM domain-containing protein (MLOC_12120, IR); ARR-A: Two-component response regulator A family (MLOC_64100, A3S, IR, MLOC_14492, A3S); SnRK2: Serine/threonine-protein kinase SRK2 (MLOC_69212,A3S, IR; MLOC_3013, IR; MLOC_63787, A3S, MLOC_22145, A3S, IR). The black stars indicated mRNA levels at 54–100 RPKM. AUX1: Auxin influx carrier; TIR1: Transport inhibitor response 1; AUX/IAA: Auxin-responsive protein IAA (MLOC_58812, MLOC_60624, MLOC_54255); ARF: Auxin response factor; GH3: Auxin response GH3 gene family; SAUR: SAUR family protein; GID1: Gibberellin receptor GID1; DELLA: DELLA protein; GID2: F-box protein GID2; TF: Phytochrome-interacting factor 4; CRE1:Cytokinin receptor; AHP: Histidine-containing phosphor-transfer protein; B-ARR: Two-component response regulator ARR-B (MLOC_3955); ARR-A: Two-component response regulator A family (MLOC_64100); PYR/PYL: Abscisic acid receptor PYR/PYL family; PP2C: Protein phosphatase 2C; SnRK2: Serine/threonine-protein kinase SRK2 (MLOC_62759, MLOC_69212); ABF: ABA response element binding factor; JAR1: Jasmonic acid-amino synthetase; COI1: Coronatine-insensitive protein1 (MLOC_4800); JAZ: Jasmonate ZIM domain-containing protein (MLOC_12120); MYC2: Transcription factor MYC2; ETR: Ethylene receptor; CTR1: Serine/threonine-protein kinase; SIMKK: Mitogen-activated protein kinase kinase; MPK6: Mitogen-activated protein kinase C; EIN2: Ethylene-insensitive protein 2; EIN3: Ethylene-insensive protein 3 (MLOC_14619); EBF1/2: EIN3-binding F-box protein; ERF1: Ethylene-responsive transcription factor 1.

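The lists gave the following for 4 of these genes, with coordinates of the authors' linkage groups in the Morex assembly. For MLOC_64100 (LG01, plus strand), A3S was listed in Bass, Harrington and Stirling at 24 h and in Baudin at 48 h. It was the same event in each, in which the exon from 129919266 to 129919343 started 3 nt later, and the exon depth was between 13.2 and 22.7. MLOC_69212 (LG01, minus strand) had A3S in all 4 varieties at both times, with 4 distinct events at 24 h and 7 at 48 h. The event shared by all 4 varieties at 24 h extended the exon from 2454699 to 2454797 by 10 nt. At 48 h that event was listed in Bass alone, and no A3S event of this gene was shared by more than 3 varieties. The gene also had A5S in Harrington and Baudin at 48 h, with the same event in both. MLOC_63787 (LG01, plus strand) had A3S in Bass, Harrington and Stirling at 24 h and in all 4 varieties at 48 h, but no single event was shared by more than 2 varieties at a time. MLOC_14492 was not listed with A3S or A5S in any of the 8 libraries. MLOC_54787, MLOC_75842 and MLOC_12120, which the legend gives as IR, were not listed with A3S or A5S in any library, and MLOC_3013 was listed with A3S in Bass at 48 h, at an exon depth of 8.70, and in 0 varieties with a minimum depth of 10.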

**Table 3:** Co-expression of AS hormone responsive genes with genes responsible for protein synthesis and energy metabolism.

Pathways	PIN *MLOC_12686*	AUX/IAA *MLOC_54787*	AUX/IAA *MLOC_75842*	SnRK2 *MLOC_22145*
**Ribosome**	5	2	12	0
**Biosyn AA**	8	3	2	2
**RNA transport**	9	7	1	0
**Carbon Met**	9	6	3	2
**Oxidative phos**	4	2	0	0
**Spliceosome**	1	6	0	0
**Plant h s trans**	1	2	1	3

Co-expression of AS auxin efflux carrier (PIN), auxin responsive protein (AUX/IAA) and serine/threonine protein kinase SRK2 (SnRK2) genes with other genes were analysed. The co-expressed genes with high correlation values (> = 0.9 or < = -0.9) were mapped onto KEGG pathways (http://www.genome.jp/kaas-bin/kaas_main). The number of co-expressed genes for each hormone responsive protein were listed for ribosome, biosynthesis of amino acid (Biosy AA), RNA transport, carbon metabolism (Carbon Met), oxidative phosphorylation (Oxidative phos), spliceosome and plant hormone signal transduction (Plant h s trans) pathways.

#### Auxin efflux carrier

Auxin efflux carrier transcript (*MLOC_12686*) underwent IR type of AS (S10 Table). It had over 354 co-expressed genes (S17 Table). They were mapped onto over 280 KEGG pathways (S17 Table). Pathways of protein synthesis (ribosome, biosynthesis of amino acid, RNA transport) and energy metabolism (carbon metabolism, oxidative phosphorylation) were on the top of the list with most gene numbers. It also co-expressed with many genes functioning in DNA replication, cell cycle, purine metabolism and nucleotide excision repair pathways. Expression of auxin efflux carrier gene was negatively correlated with expressions of several metabolic genes in glycolysis and TCA cycle (Table 4).

**Table 4:** Co-expression of AS hormone responsive genes with genes functioning in energy metabolism pathways.

AS hormone responsive proteins	Co-expressed genes	Corr values
Auxin efflux carrier	Hexokinase (MLOC_53317)	-0.93
(MLOC_12686)	Glyceraldehyde-3-phosphate dehydrosenase (MLOC_18233)	-9.97
	Pyruvate dehydrogenase E1 (MLOC_53947)	0.92
	Malate dehydrogenase (MLOC_61949)	-0.92
	Citrate synthase (MLOC_66594)	-0.92
AUX/IAA	Hexokinase (MLOC_53317)	0.94
(MLOC_54787)	Glucose-6-phosphate isomerase (MLOC_1497)	0.92
	6-Phosphofructokinase (MLOC_67234)	0.94
	6-Phosphofructokinase (MLOC_11145)	0.93
	Pyruvate dehydrogenase E1 (MLOC_63372)	0.93
	Isocitrate dehydrogenase (MLOC_69600)	0.9
AUX/IAA (MLOC_75842)	Glyceraldehyde-3-phosphate dehydrosenase (MLOC_52515)	0.94
SnRK2 (MLOC_22145)	2,3-Bisphophoglycerate-independent phosphoglycerate mutase (MLOC_52687)	-0.96

Co-expression of AS auxin efflux carrier, auxin responsive protein (AUX/IAA) and serine/threonine protein kinase SRK2 (SnRK2) genes with energy metabolism genes were analysed. The co-expressed genes with high correlation values (> = 0.9 or < = -0.9) were listed. Corr: correlation

#### AUX/IAA

We identified three AS *AUX/IAA* transcripts (*MLOC_54787*, *MLOC_75842* and *MLOC_65332*). Two of them (*MLOC_54787* and *MLOC_75842*) underwent IR type of AS (S10 Table), while the third (*MLOC_65332*) underwent A3S (S5 and S6 Tables). Both IR *AUX/IAA* transcripts have over 320 co-expressed genes (S18 and S19 Tables). These co-expressed genes were mapped onto over 100 KEGG pathways. 

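MLOC_65332 (LG01, plus strand) was listed with A3S in all 8 libraries, each time with the same event. The constitutive exon lies from 142677754 to 142678064 and the annotated exon from 142678519 to 142678817, 299 nt in length. The alternative exon starts at 142678516 and is 3 nt longer. The depth of the annotated exon was between 8.46 (Bass at 24 h) and 27.2 (Stirling at 48 h), and that of the alternative exon was between 8.01 and 25.6 in the same libraries. With a minimum depth of 10 on both forms of the exon, chosen after seeing the data, the event was left in 3 varieties at 24 h and 4 at 48 h. No A5S event was listed for this gene.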

The genes co-expressed with AS *AUX/IAA* gene (*MLOC_75842*) was preferably mapped onto ribosome pathway, but the genes co-expressed with other *AUX/IAA* gene *(MLOC_54787)* were preferably mapped on to carbon metabolism and oxidative phosphorylation pathways (Table 3). The AS *AUX/IAA* gene (*MLOC_54787*) could play more important roles in energy metabolism, while the other (*MLOC_75842*) was likely related to protein synthesis as shown by the number of co-expressed genes in corresponding pathways (Table 3). Unlike AS auxin efflux carrier, expressions of both IR *AUX/IAA* genes were positively correlated with expressions of several genes in glycolysis and TCA cycle (Table 4). The third A3S *AUX/IAA* gene (*MLOC_65332*) had only nine co-expressed genes (S21 Table).

#### SnRK2

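For the SnRK2 gene MLOC_22145 (LG04, minus strand), A3S was listed in Bass, Harrington and Stirling at 48 h and in Stirling alone at 24 h. The 3 events at 48 h were at different exons, so no A3S event of this gene was shared between varieties. In Bass, the exon from 124499112 to 124499288 was extended by 21 nt, at a depth of 114. In Harrington, the exon from 124497549 to 124497833 was shortened by 23 nt, at a depth of 121. In Stirling, the exon from 124497922 to 124498020 was shortened by 2 nt, at a depth of 63.9. A5S, which extended the exon from 124499112 to 124499288 by 15 nt, was listed in Stirling at 24 h and in Bass and Stirling at 48 h.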

*SnRK2* gene (SnRK2, *MLOC_22145*) underwent both A3S and IR type of AS (Fig 1, S6 Table, S10 Table). It had 138 co-expressed genes (S20 Table). Two co-expressed genes were mapped to carbon metabolism pathways and three co-expressed genes were mapped onto spliceosome. It was negatively correlated with the expression of a gene in glycolysis (*MLOC_52687*, Table 4).

## Discussion

### Number of AS transcripts in germinating embryos

We have identified a large number of AS transcripts in geminating embryos (Tables 1 and 2). The total number of AS transcripts is roughly consistent at a certain time point in each barley variety (2200–3900). However, because AS is dynamically regulated and half turnover time is approximately 24 hours, i. e. about a half of the AS transcripts detected at 24 h have disappeared at 48 h and new AS transcripts are detected (Tables 1 and 2), number of genes undergoing AS could be very large during seed germination. Furthermore, the major AS type in barley embryos is the same as in various maize tissues [27], but differs from other plant species. In germinating barley embryos, the major AS type is A3S (34–45%), while in rice, *Sorghum bicolor*, maize, soybean and *Arabidopsis*, IR is the major AS type [28,29,30,31].

### Potential roles of AS in seed germination

AS regulates many different biological processes. It plays key roles in abiotic stress tolerance in plants[11]. Two AS variants of heat shock transcription factors are generated under heat stress in *Arabidopsis*—one targets for nonsense-mediated decay while the other short form binds to heat shock transcription factor promoter and activates self-transcription. Other stress-induced AS transcripts code for rice drought-regulated dehydration-responsive element binding protein 2 [32], potato cold-regulated invertase [33], invertase inhibitor [34] and indeterminate domain 14 transcription factor [35]. All AS variants of these transcripts have different biological functions and add additional capacities for environmental adaptations. Several splicing regulators also undergo AS in stress conditions including splicing regulators 30 and 45a in *Arabidopsis* [9]. Variants of AS transcripts also regulate dormancy and germination in plants. Transcripts of Viviparous 1 (VP1) [36] and ABI3 [37], have been detected to undergo AS. VP1 is a regulator of seed maturation. Mutation of VP1 gene disrupted seed maturation and promoted germination in maize [38,39]. Orthologues of maize VP1 genes were *ABI3* in *Arabidopsis* [40], *PtABI3* in poplar [41], *vp-1* in wheat [36], *Osvp1* in rice [42] and *Afvp1* in wild oat [43]. All variants of AS *VP1* orthologue transcripts had different effects on seed germination. For example, several variants of AS *VP1* transcripts were detected in wheat embryos [36]. Some of them causes pre-harvest sprouting [36]. In this study, we have identified AS transcripts commonly detected in four barley varieties. These AS transcripts could possibly affect protein synthesis, energy metabolism and post-transcriptional regulations, since they participated in the activities of these pathways as shown that they were predominately mapped on to ribosome, RNA transport, biosynthesis of amino acid, protein processing in endoplasmic reticulum, glycolysis, oxidative phosphorylation, spliceosome, ubiquitin-mediated proteolysis and plant signal transduction pathways (S4 Table).

Since VP1 gene played very important roles in both seed maturation and seed germination, we have closely examined the changes in its transcript level and AS patterns. Barley genome contains one annotated *VP1* gene (MLOC_69727) (IBSC, [19]). 

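The constitutive exon of MLOC_69727, from 39265245 to 39265361 on the minus strand of linkage group LG02, was covered in all 8 libraries. At 24 h its read depth was 19.4 in Bass, 11.7 in Harrington, 23.3 in Stirling and 16.5 in Baudin. At 48 h it was 29.7, 24.2, 35.2 and 25.0 in the same order, higher than at 24 h in 4 of 4 varieties. These depths are not divided by the library size. The paper's RPKM values in its S11 Table range from 13.8 in Harrington at 24 h to 32.1 in Stirling at 48 h.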

The transcript levels were consistent among the four barley varieties ranging at 20–32 RPKM (S11 Table). However, this gene underwent A3S at 24 h and 48 h, A5S at 48 h and IR type of AS at 48 h (S5 and S6 Tables, S8 and S10 Tables), implicating that AS variants of VP1 could be involved in seed germination.

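A3S of MLOC_69727 was listed in all 8 libraries with the same event. The annotated exon lies from 39264799 to 39264899 and the alternative exon ends at 39264896, so the 2 sites are 3 nt apart. The depth of this exon was low, from 2.98 in Bass to 17.9 in Stirling at 24 h, and from 5.84 in Harrington to 14.3 in Stirling at 48 h. With a minimum depth of 10 on both forms of the exon, an alternative chosen after seeing the data, the event was left in 1 variety at 24 h and 2 varieties at 48 h. A5S was listed in Bass, Stirling and Baudin at 48 h and also in Stirling and Baudin at 24 h. In it, the exon from 39265598 to 39267118 was extended by 92 nt to 39265506, at a depth of the annotated exon between 26.0 and 29.6.

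**Figure D3:**
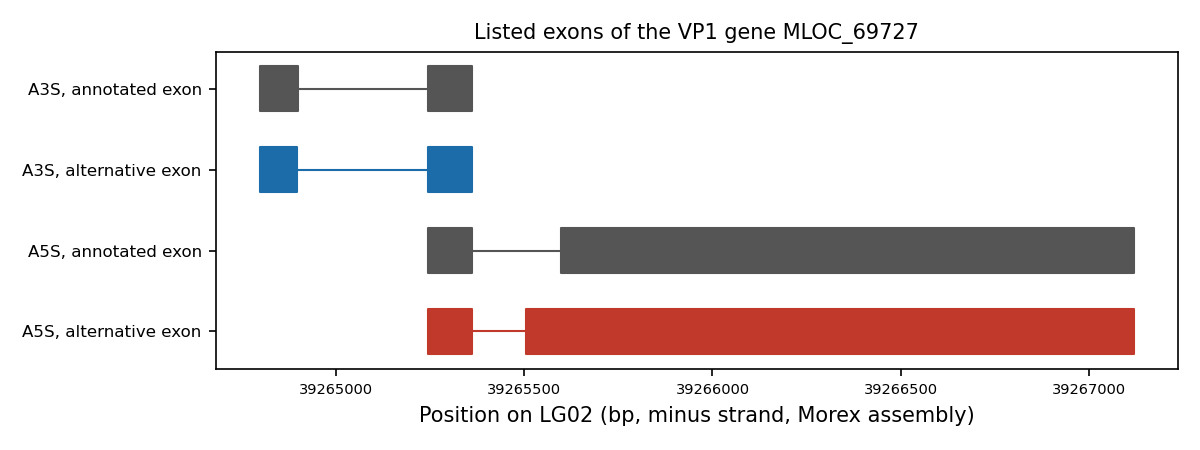
Exons of the VP1 gene MLOC_69727 listed for A3S and A5S, drawn to scale by position in bp on linkage group LG02 (minus strand, so transcription runs from right to left). Boxes are exons and lines join the exons of an event; the annotated and alternative A3S exons differ by 3 nt, and the alternative A5S exon is 92 nt longer than the annotated exon.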

Furthermore, synthesis of auxin was detected as early as the second day in germinating common bean seeds [44]. Auxin also plays key roles in control seed dormancy in a coordinative network of auxin and ABA signalling [45]. Gene expression correlation analysis showed that AS auxin efflux carrier and AUX/IAA transcripts could play key roles in regulating biological processes in germinating embryos, since expressions of these hormone responsive genes was correlated with the expression of genes in protein synthesis and energy metabolism pathways (Fig 1, Tables 3 and 4). Barley genome contained 12 annotated Auxin efflux carrier genes in chromosome 1H, 3H, 5H, 6H and 7H (IBSC). Only one of them from chromosome 7H (MLOC_12686) underwent IR type of AS at both 24 h and 48 h germination. This gene was expressed in all four barley varieties with mRNA levels ranging from 50–158 RPKM. Furthermore, this gene was co-expressed with 355 other genes. Many of them functioned in protein synthesis and energy metabolism (S17 Table).

## Conclusions

Alternative splicing could play important roles in seed germination. It was involved in most active biological processes including protein synthesis, carbon and energy metabolism in the germinating embryos.

## Supporting Information

S1 Table RNA-seq read statistics. Alignment of RNA-seq transcript to barley genomic DNA and annotated genes.
(XLSX) Click here for additional data file.

S2 Table Novel transcripts detected in 4 barley varieties. (XLSX) Click here for additional data file.

S3 Table Gene coverage statistics-the percentage of a gene covered by reads. (XLSX) Click here for additional data file.

S4 Table Number of AS transcripts mapped onto KEGG pathways using the blasting tools. (XLSX) Click here for additional data file.

S5 Table A3S transcripts detected in at least three out of four varieties (Bass, Harrington, Stirling and baudin) at 24 h in germinating embryos. (XLSX) Click here for additional data file.

S6 Table A3S transcripts detected in at least three out of four varieties (Bass, Harrington, Stirling and baudin) at 48 h in germinating embryos. (XLSX) Click here for additional data file.

S7 Table A5S transcripts detected in at least three out of four varieties (Bass, Harrington, Stirling and baudin) at 24 h in germinating embryos. (XLSX) Click here for additional data file.

S8 Table A5S transcripts detected in at least three out of four varieties (Bass, Harrington, Stirling and baudin) at 48 h in germinating embryos. (XLSX) Click here for additional data file.

S9 Table IR type of AS transcripts detected in at least three out of four varieties (Bass, Harrington, Stirling and baudin) at 24 h in germinating embryos. (XLSX) Click here for additional data file.

S10 Table IR type of AS transcripts detected in at least three out of four varieties (Bass, Harrington, Stirling and baudin) at 48 h in germinating embryos. (XLSX) Click here for additional data file.

S11 Table The mRNA levels of commonly detected A3S transcripts at 24 h. (XLSX) Click here for additional data file.

S12 Table The mRNA levels ofcommonly detected A3S transcripts at 48 h. (XLSX) Click here for additional data file.

S13 Table The mRNA levels of commonly detected A5S transcripts at 24 h. (XLSX) Click here for additional data file.

S14 Table The mRNA levels of commonly detected A5S transcripts at 48 h. (XLSX) Click here for additional data file.

S15 Table The mRNA levels of commonly detected IR transcripts at 24 h. (XLSX) Click here for additional data file.

S16 Table The mRNA levels of commonly detected IR transcripts at 48 h. (XLSX) Click here for additional data file.

S17 Table Co-expressed genes with AS auxin efflux carrier gene (MLOC_12686). (XLSX) Click here for additional data file.

S18 Table Co-expressed genes with AS auxin responsive gene (MLOC_54787). (XLSX) Click here for additional data file.

S19 Table Co-expressed genes with AS auxin responsive gene (MLOC_75842). (XLSX) Click here for additional data file.

S20 Table Co-expressed genes with AS SRK2 (MLOC_22145). (XLSX) Click here for additional data file.

S21 Table Co-expression analysis of AS Auxin responsive protein (MLOC_65332). (XLSX) Click here for additional data file.

## Abbreviations

ABI3: abscisic acid insensitive 3
ABI5: abscisic acid insensitive 5
AS: alternative splicing
AUX1: auxin efflux carrier
AUX/IAA: Auxin responsive protein
DEG: differentially expressed genes
JAZ: Jasmonate ZIM domain-containing gene
RPKM: reads per kilo base transcriptome per million mapped reads
SnRK2: Serine/threonine protein kinase SRK2 gene
VP1: viviparous 1

How the deposited data were processed for this re-analysis (not part of the article)

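RNA from germinating embryos of 4 barley varieties (Bass, Harrington, Stirling and Baudin) at 24 h and 48 h was sequenced as 8 libraries, 1 per variety and time. The authors aligned the reads with SOAP2 to the Morex genome (IBSC) and called splice junctions with SOAPsplice from reads that did not align as a whole. They then deposited, for each library, a list of A3S events and a list of A5S events. The linkage group names (LG) are those of the deposited lists. The values in the deposited lists are the start, end, mean read depth and covered share of 3 exons per event, and they are not scaled for library size. The deposited column note calls the last of these values a minimum depth. The values are between 0.5 and 1, and in partly covered exons their product with the exon length was a whole number of bases in 100% of cases, so they were read as the share of bases covered. For the annotated exon, depth times covered bases was a whole number in 97.7% of the partly covered exons, and for the alternative exon depth times full length was so in 100%, so the first is a mean over covered bases and the second over the full length. Reads per junction are not in the lists, and the methods name SOAPcoverage for coverage and depth in the quality control of alignments without stating how the depth of an exon was computed.

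The events were read with Python 3.11.15 and pandas 2.3.3. Genes and events were counted per library, and shares have 95% Wilson intervals from scipy, which cover counting error only. Differences between 48 h and 24 h were tested with exact paired permutation tests (sign flips over the 4 varieties, two-sided), which cannot give a p-value under 0.13 (rounded). A gene was common when the same AS type was listed in at least 3 of the 4 varieties, as in the paper. Turnover was the share of genes listed at 24 h and not at 48 h. It was set beside the mean share of genes of a variety not listed in the other 3 varieties at the same time. Sharing of genes between libraries was also measured as the genes in both lists as a percentage of the genes in either.

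A test of the usage of alternative sites with junction reads was planned. Only exon depths were given, so another measure was devised after seeing the data. The depth of the stretch between the 2 sites was computed from the depths of the annotated and alternative exon, and its log2 ratio to the depth of the shared part, with 0.5 added to both, was tested with limma 3.58.1 in R 4.3.3 with variety as a block and Benjamini-Hochberg adjustment. This covered the 136 A3S events and 37 A5S events listed with the same coordinates in all 8 libraries. For 67 of 1088 A3S values and 14 of 296 A5S values the computed depth was below 0 and was set to 0. On 1000 simulated events, of which 200 were changed by 2 on the log2 scale, the test recovered 100% of the changed events, and 1.96% of its calls were false. Smaller changes were not simulated, so the recovery of changes under 2 on the log2 scale is not known. The simulation drew log2 ratios with the same noise for every event and not read depths. Its recovery therefore does not carry over to events with noisier depths. The samples pair by variety, because each variety was sampled at both times. The correlation of deviations from the time means between the 2 libraries of a variety was, however, from -0.276 to 0.384 for A3S and from -0.167 to 0.0748 for A5S. The functions that count losses and common genes were tested on simulated lists.

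The genes named in the text followed a rule set in advance: the genes that the paper names with A3S or A5S, its named IR genes for whether they were listed, the 3 genes per type with the most junction reads among those listed in all 8 libraries, and up to 3 events per type with the smallest adjusted p-value under 0.05 in the usage test that moved the same way in all 4 varieties. Mean exon depth took the place of junction reads in this rule. Other genes named were chosen after their values were seen.

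Alternatives set before the data were examined were unique coordinates, the same event in place of the same gene, at least 2 or all 4 varieties for common genes, losses measured from 48 h, each variety left out in turn, and, for the usage test, a prior of 1 and no variety block. Minimums on junction reads, thinning of junction reads and a Cochran-Mantel-Haenszel test were planned and could not be run on exon depths. A minimum depth of 10, a minimum of 20 bases between the sites and the centring of exon depth ratios on the median of each variety were chosen after seeing the data. The 2 forms of an exon overlap, so the depth minimum on both forms does not count reads that support the alternative site. Gene descriptions and RPKM values were taken from the paper's supplementary tables, and the words searched for in the descriptions were chosen after the tables were seen. IR and exon skipping were not analysed here, and no genome sequence was used here.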

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

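All tests in this part were chosen after the result was seen. The share of A3S genes at 24 h that were not listed at 48 h was higher in Bass, at 63.6%, than in the other 3 varieties, which lay between 58.9% and 59.2%. The gap to the nearest variety was 0.933 of the whole range, above Dixon's critical value for 4 samples at the 95% level. Of 25 groups of 4 varieties examined this way, 1 stood out, about what chance gives. A candidate explanation is the length of the lists, since Bass had 1389 A3S genes at 24 h and 1038 at 48 h. Taken over the genes of the shorter list, at 48 h, 51.3% of the Bass genes were not listed at 24 h, within the range of the other varieties (50.7% to 57.4%). The higher loss in Bass is therefore in line with its long list at 24 h. A difference between the varieties in the pace of germination stays open and was not tested.

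A5S events rose from 24 h to 48 h in Harrington, by 12, and changed by -302 in Bass, -119 in Stirling and -152 in Baudin. This difference between the varieties was not tested, since each variety had 1 library per time. It was not seen with a minimum depth of 10 on both forms of the exon, an alternative chosen after seeing the data: A5S events in Harrington then went from 408 at 24 h to 384 at 48 h, and they were fewer at 48 h in all 4 varieties. The count of Harrington at 24 h (549) was low beside 748 to 825 in the other varieties, while its count at 48 h (561) was within the range of the others (523 to 648). Fewer mapped reads in Harrington at 24 h do not explain this: in the paper's S1 Table this library had 17727958 uniquely mapped genomic reads, more than Bass (17175629) and Baudin (17340617) at 24 h. It also had more uniquely mapped reads on annotated genes and more reads that did not map to genomic sequences than Baudin. A difference between varieties or between library preparations stays open.

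There were 600 genes with A3S or A5S in at least 3 of 4 varieties that are in none of the paper's A3S and A5S lists (S5 to S8 Tables), beside 528 that are. Every gene of the paper's lists met the criterion here. Omission of genes at random from each list is excluded by the 465 genes that qualified for more than 1 list: 207 were in every paper list they qualified for and 258 were in none. Over the 648 pairs of lists in which a gene qualified for both, the number of pairs with the gene in 1 of the paper's lists only was 0. The 600 genes also appeared 0 times in the paper's co-expression tables (S17 to S21 Tables) and 0 times in its IR lists, against 106 and 114 of the 528. This may mean that a set of genes was left out of the paper's tables as a whole. The median exon depth was 29.6 for the 600 genes and 36.6 for the 528. No biological explanation was tested.

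Of the 5473 distinct A3S events, 466 (8.51%) had sites 3 nt apart, more than at any other distance, followed by 4 nt (324 events) and 5 nt (280). The paper does not report distances between sites. Chance reports of single libraries do not account for them: 36.3% of the 3 nt events (95% Wilson interval 32.0% to 40.7%) were listed in 1 library only, against 64.5% of the other A3S events. Of the 136 A3S events listed in all 8 libraries, 48 (35.3%) had sites 3 nt apart, VP1 and AUX/IAA MLOC_65332 among them. In A5S the most frequent distance was 4 nt, with 314 events (11.0%), and 68.5% of these were listed in 1 library only. Distances that are a multiple of 3 made up 39.7% of A3S events (38.5% to 41.0%) and 33.1% of A5S events (31.4% to 34.8%). With the 3 nt events left out of both types, the share was 34.1% for A3S and 29.7% for A5S. A preference of the junction caller among nearby sites, or 2 splice sites in tandem used in every variety, stay open, since no genome sequence was used here.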

How the results depend on the processing

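Alternatives were set before the data were examined, except for the minimums on read depth and on the bases between the sites and the centring of exon depth ratios on the median of each variety, which were chosen after seeing the data. With this centring, 77.9% of the exons were within 2-fold, against 76.7%. Minimums on junction reads, thinning of junction reads and a Cochran-Mantel-Haenszel test were not run, because junction reads are not in the lists. Counting unique coordinates changed nothing, since no event was repeated in a library, and says nothing about stability. The exact tests over 4 varieties could not pass 0.05 under any setting, so only the directions are compared.

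The fall in A3S and A5S events from 24 h to 48 h kept its direction when each variety was left out, with mean changes from -330 to -184 for A3S and from -191 to -86.3 for A5S. Under the depth minimum the mean changes were -228 and -127, and Harrington, where A5S events otherwise rose, had 408 at 24 h and 384 at 48 h. With each variety left out, the mean losses of genes were from 59.1% to 60.7% for A3S and from 65.9% to 69.1% for A5S, within the spread between varieties. The depth minimum on both forms of the exon gave 61.5% and 69.5%, also within that spread. With the same event required, mean losses were 69.4% (A3S) and 73.6% (A5S), and new events at 48 h made up 62.9% and 67.7%, because a gene can keep A3S or A5S through another event. The excess of the loss over the between-variety loss stayed positive when each variety was left out (5.99 to 8.95 percentage points for A3S and 6.57 to 11.0 for A5S) and when the same event was required (6.01 for both). Measured from 48 h against the other varieties at 48 h, the excess for A3S was -1.38 ± 3.36 percentage points (SD, n = 4). This was not distinguishable from 0 (exact paired permutation test, two-sided, p = 0.5). The lists of the same variety looked up were then the 24 h lists, which were longer. List length may therefore contribute to the change from the value measured from 24 h, and this was not tested. The change in the A3S share of events had no stable sign, from -0.394 to 0.935 percentage points with each variety left out; it was negative without Bass and without Baudin (-0.0564), and the cause was not tested.

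Common genes depended on the number of varieties required. With at least 2 of 4 varieties there were 1205 (A3S) and 615 (A5S) at 24 h and 991 and 490 at 48 h. With all 4 there were 304 and 122 at 24 h and 259 and 91 at 48 h, and 64.8% of the A5S genes were no longer common at 48 h. With each variety left out and at least 2 of the other 3 required, there were 859 to 983 (A3S) and 430 to 484 (A5S) genes at 24 h and 335 to 386 A5S genes at 48 h, and the loss of common A3S genes was 48.8% to 53.0%, the highest without Harrington. These counts are higher because 2 of 3 is a weaker requirement than 3 of 4.

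A depth of at least 10 on both forms of the exon left 1168 A3S and 548 A5S events at 24 h and 940.25 and 421 at 48 h (means over varieties), in 968, 482, 805 and 376 genes in the same order; the A3S share at 48 h became 69.1%. The depth limits these counts, since 20.2% of the genes per library, on average, had no exon with a depth of 10. With this depth required at 24 h only, 57.8% of the A3S genes were lost, a shift above the spread between varieties. With the depth required at both times, all 16 lists became shorter, each by less than 1.5 times. The varieties with VP1 A3S fell from 4 to 1 at 24 h and from 4 to 2 at 48 h, those with MLOC_65332 A3S at 24 h from 4 to 3 and those with MLOC_3013 A3S at 48 h from 1 to 0. The number of varieties did not change for the other genes that the paper names with A3S, A5S or IR. Genes that it names for other reasons were not examined.

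The usage test called 0 A3S events and 2 A5S events at 48 h against 24 h. Without the variety block it called 3 A3S events and 0 A5S events, and the cause was not tested. With each variety left out it called 0 to 1 A3S events (1 without Stirling) and 0 to 1 A5S events (1 without Harrington, which was higher at 48 h, unlike the 2 events called from all libraries), from fewer libraries. The prior of 1, the depth minimum and the 20 bases between sites changed no count, though with 20 bases 1 of the 2 A5S events was higher at 48 h.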

Differences from the paper's values

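In this re-analysis 643 genes at 24 h and 511 genes at 48 h had A3S in at least 3 of 4 varieties, against the paper's 299 and 228. For A5S there were 290 and 232 genes, against the paper's 141 and 108. The genes no longer common at 48 h numbered 315 for A3S and 164 for A5S, against the paper's 155 and 80. Among the alternatives set before the data were examined, requiring all 4 varieties gave values near the paper's: 304 and 259 A3S genes, 122 and 91 A5S genes, and 152 and 79 genes no longer common. The gene sets were not the same, however, since 128 of the paper's 299 A3S genes at 24 h had A3S in all 4 varieties here. The same event in place of the same gene did not close the gap. It gave 587, 473, 257 and 221 common events, in 515, 423, 235 and 200 genes. At least 2 of 4 varieties (1205, 991, 615 and 490) and leaving out each variety (at least 734 A3S and 335 A5S genes) did not close it either. None of these settings closed the gap for the genes no longer common, where the same-event setting counted events. A depth of at least 10 on both forms of the exon, chosen after seeing the values, gave 209 and 161 common A5S genes, within 1.5 times the paper's, and left the A3S counts (512 and 407) and the genes no longer common (261 and 122) above that.

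The paper's Figure 1 legend names MLOC_14492 with A3S. It was listed with A3S in 0 of the 8 libraries here, under no setting. The paper gives the transcript level of VP1 as similar in the 4 varieties within a stated range; the depth of its constitutive exon here was 11.7 in Harrington at 24 h and 35.2 in Stirling at 48 h, and the paper's own S11 Table has 13.8 RPKM for Harrington at 24 h. The paper states that new AS transcripts at 48 h were about as many as those lost. In Bass 532 A3S genes were new and 883 were lost, while in Harrington 563 were new and 606 were lost.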

Other observations

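The test by time below and the tests of mRNA levels, single-library events and usage were written before their results were seen. The other tests were chosen after the result was seen.

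The loss of AS genes from 24 h to 48 h was close in size to the loss between varieties at the same time. The between-variety loss at 24 h was 87.8% ± 3.12 (SD, n = 4 varieties) of the loss within a variety for A3S and 86.9% ± 4.16 (SD, n = 4) for A5S. Libraries of different varieties at the same time shared 29.9% of their A3S genes (mean of 12 pairs), libraries of different varieties at different times shared 26.8% (12 pairs), and the 2 libraries of the same variety shared 27.3% (4 pairs). For A5S these values were 24.7%, 21.0% and 21.1%. The 2 libraries of a variety thus shared hardly more genes than libraries of different varieties and times. Incomplete listing of the same genes in single libraries is a candidate explanation for the larger part of the loss. Variety differences are part of the between-variety loss. Across times, pairs of the same variety shared 26.3% to 28.7% of A3S genes, within the 24.4% to 29.6% of different varieties. For A5S these ranges were 19.0% to 22.9% and 18.5% to 23.0%. They argue against variety differences present at both times as a large part of the loss, while differences at 1 time only stay open. Incomplete listing unrelated to time is not the whole cause: libraries of different varieties shared more genes within a time than across times, by 3.15 percentage points for A3S and 3.62 for A5S. Only 1 of the 35 splits of the 8 libraries into groups of 4, the split by time itself, gave a difference as large, for both types. Incomplete listing that followed a change in mRNA level between the times could give such a difference and stays open. Time of germination is a biological explanation for the difference between sharing within and across times. A batch that followed the time points, which the labels do not give, stays open too.

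Low depth of the exon at 24 h is excluded as the whole cause of the loss. Genes were ranked by exon depth at 24 h into 4 groups of equal size. In the group of lowest depth, 68.2% ± 5.08 (SD, n = 4 varieties) of the A3S genes were lost and in the deepest group 56.3% ± 3.35 (SD, n = 4). For A5S these were 73.0% ± 4.39 and 63.0% ± 5.66 (SD, n = 4). Exon depth is not the number of reads on the less used junction, and low usage of that junction stays open. A lower mRNA level at 48 h cannot be told apart from the other explanations. The median log2 ratio of 48 h to 24 h RPKM in the paper's tables was lower for lost than for kept genes in 4 of 4 varieties, by a mean difference of -0.32 ± 0.11 (SD, n = 4) for A3S and -0.31 ± 0.13 (SD, n = 4) for A5S (exact paired permutation test, two-sided, p = 0.13 for both, the smallest possible). However, only 25.1% to 28.0% of the A3S genes and 26.5% to 31.3% of the A5S genes have a value there, so the check is void.

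Events found in a single library made up 62.1% of the distinct A3S events (3401 of 5473) and 62.9% of the A5S events (1794 of 2852), while 136 and 37 events were listed in all 8 libraries.

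Bass at 24 h had the most A3S and A5S events, 2537 against 1768 to 2306 in the other 24 h libraries. An effect of the number of reads cannot be told apart from other explanations, since the measures in the paper's S1 Table rank this library differently. It had the fewest uniquely mapped genomic reads at 24 h, 17175629, but its uniquely mapped reads on annotated genes (12585907) were more than in Harrington and Baudin at 24 h. Its reads that did not map to genomic sequences, 8582242, were the most of the 8 libraries (7423336 to 8153735 in the others), and junctions were called from reads that did not align as a whole. Baudin at 24 h, with 7608354 such reads, had more events than Harrington, with 7909147, and 1 library does not decide. Events listed in Bass at 24 h alone were 36.2% of its A3S events and 40.7% of its A5S events, the highest shares of the 8 libraries. The A5S events also listed elsewhere (489) were no more than in Baudin at 24 h (489), so the excess of A5S events may lie in events seen in that library alone. For A3S, 1092 events were also listed elsewhere, against 856 to 1008, and the single-library events cannot be told apart from a general excess, because the other 3 libraries spread as widely. In the paper's S1 Table, this library also had the highest share of mapped genomic reads with mismatches, 40.6% against 32.7% to 35.4%. Whether this is related was not tested.

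Usage of the alternative sites was compared by the depth of the stretch between the 2 sites. No A3S event of 136 had an adjusted p-value under 0.05 with limma and Benjamini-Hochberg adjustment, and 15 had an unadjusted p-value under 0.05. The test was tried only on simulated log2 ratios with changes of 2 and the same noise in every event, so smaller changes in A3S are not excluded. Changes of 2 are not excluded in noisier events either, since the standard error was 1.33 for MLOC_16609. In A5S, a change of 3.17 (MLOC_10713, standard error 0.97, limma adjusted p = 0.203) was not called. Of 37 A5S events, 2 passed: MLOC_60375 (log2 change -0.83, standard error 0.10, limma adjusted p = 0.0283) and MLOC_11028 (-0.63, standard error 0.09, limma adjusted p = 0.0344), both with a lower relative depth of the stretch at 48 h in 4 of 4 varieties. The smallest adjusted p-value for A5S was between 0.0238 and 0.163 over the alternatives. Without the variety block 0 A5S events passed, and with each variety left out 0 to 1 passed. The event that passed without Harrington was higher at 48 h, so neither MLOC_60375 nor MLOC_11028 passed with any variety left out. Of the 8 splits that part the 2 libraries of every variety, 1 gave as many A5S events as the real split, the real split itself. With 8 splits the share cannot go under 0.05, so for A5S chance cannot be told apart from an effect of time. For A3S the real split gave 0 events, so all 8 of the 8 splits gave as many by construction, and the comparison says nothing.

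The auxin efflux carrier gene MLOC_12686, which the paper discusses for IR, was listed with A5S in Bass and Baudin at 24 h (LG10, plus strand, exon from 79863216 to 79863748 shortened by 375 nt). The paper's Table 1 gives an event count 2 lower than the lists here for 15 of the 16 lists, and 5 lower for the remaining list, A5S of Baudin at 24 h.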
